A study of Homo sapiens with 7 samples. Its data were reported in "YAP1/TAZ-TEAD transcriptional networks maintain skin homeostasis by regulating cell proliferation and limiting KLF4 activity" (2020).

How the data were processed

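RNA-seq was analysed from 7 libraries of N/TERT2G cells, a telomerase-immortalized human keratinocyte line. In 4 libraries (siYT A to D) the cells had been transfected with pooled siRNAs against YAP1 and TAZ (gene symbol WWTR1), and in 3 (siCON A to C) with a non-targeting siRNA, in both cases at 8 pmol per cm2 with a lipid reagent, and RNA was taken 48 h later. Polyadenylated RNA was made into libraries with a TruSeq mRNA kit. Whether reads were counted by strand is not given in the sources used here, so reads of overlapping antisense genes were treated as impossible to assign.

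Processing by the authors preceded deposit. Their processing notes name cutadapt 1.18, STAR 2.6.1 and Partek 8.0.19.0819 with the hg19 build of the human genome (GRCh37), while the methods of the study name another trimming program and an earlier Partek release. Genes under a minimum of reads were removed and gene totals were scaled by the trimmed mean of M values (TMM), a method that sets library factors from genes assumed not to change. The deposited expression values are therefore a normalized signal per gene on a scale near CPM. Each library's total was 866098 to 955106, no value was 0, and the lowest value of a library, 0.0366 to 0.0461, was shared by 140 to 216 genes, as it would be if a small constant had been added to every gene before scaling. Of the values of genes averaging under 2, 82.3% lay within 0.05 of a whole multiple of their library's lowest value. That share was too low to recover whole reads, so no count model was fitted. Total over lowest value gives 20700000 to 23900000 as an approximate number of reads per library if that constant was near a single read. Reads shared by near-identical genes were divided among them by the authors' quantification, so values for members of the SPRR, KRT6, KRT81, SERPINB3, HLA and NOTCH2 families and for ribosomal protein genes, EEF1A1 and GAPDH, which have many processed pseudogenes, are less certain than others. The second file holds the authors' own comparison of siYT with siCON, made with the gene-specific analysis of Partek: its p-values and q-values, the ratio of the authors' group means, a signed fold change and the mean signal per group.

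The expression table held 18478 entries for 16686 gene symbols. The 1792 repeats, from genes placed on more than 1 contig, were dropped. Gene positions are those of the table on hg19. Its stop position is the first base after the gene, so 1 was subtracted, and positions are 1-based. Current symbols of 5 list genes were matched to the older ones in the table through NCBI synonyms, CYR61 for CCN1 and CTGF for CCN2 among them, and 61 list genes without a match were not analysed here.

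Values were analysed as log2(value + 0.5). The 13072 genes with a mean of at least 1 over the 7 libraries were tested for siYT against siCON with limma 3.58.1 (empirical Bayes with a mean-variance trend, R 4.3.3, statmod 1.5.0), with no covariate and with Benjamini-Hochberg adjustment over all genes tested. A gene was called changed at an adjusted p under 0.05 and a fold change of at least 1.5, the thresholds of the study. Fold changes are on the log2(value + 0.5) scale, which understates the change of low genes. Values are given as mean ± SD over the 3 siCON and the 4 siYT libraries. Replicates were labelled only by letters. For cell experiments the study's reporting summary describes control and treated wells set up together, so the replicates may be wells of a single plating, and p-values measure only the spread between these samples, which may be technical. A pair of siYT libraries, A and B, resembled each other more than other replicates did. Their mean squared difference was 2.18 times the approximate counting variance, against 6.91 to 10.6 for the other siYT pairs and 6.13 to 9.37 for the siCON pairs. It was above sampling noise, which does not show that A and B are separate replicates. Both were kept.

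The design, the tests, the thresholds, the rule for naming genes, 31 gene lists and most alternatives were set before the data were examined. Named genes were YAP1 and WWTR1, the 10 called genes with the largest change in each direction among those averaging at least 5 and without overlap between groups, up to 4 called members with the largest change from each list (the most abundant members where fewer than 2 were called), and genes that the study's text names for its keratinocyte work. Any other gene named is a member of one of the lists or of 4 groups chosen after their values were seen. The lists were YAP1/TAZ-TEAD target genes, Hippo pathway and TEAD components, basal keratinocyte genes, spinous genes, cornified envelope genes, differentiation transcription factors, epidermal barrier lipid genes, desmosome and cell junction genes, G1/S and DNA replication genes, G2/M and mitosis genes, E2F family and G1 cyclins, CDK inhibitors and RB family, Wnt/beta-catenin feedback and target genes, Notch pathway genes, TGF-beta and BMP response genes, EGF family ligands and feedback genes, AP-1 and immediate early genes, extracellular matrix and adhesion genes, actin cytoskeleton and focal adhesion genes, interferon-stimulated genes, keratinocyte cytokines and chemokines, activated (wound) keratinocyte and antimicrobial genes, simple epithelial keratins and mesenchymal transition genes, endoplasmic reticulum and amino acid stress genes, cholesterol synthesis genes, mitochondrially encoded genes, cytosolic ribosomal protein genes, markers of fibroblasts, melanocytes, and immune and endothelial cells, and 1 list that is not reported here. No gene was held by more than 1 list. The 29 lists with at least 5 tested members were compared with all other genes by limma's camera, 2-sided, with a preset inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the lists. Camera was repeated with the correlation estimated for each list, and fry, a rotation test of whether a list's own genes moved one way on balance, was run beside it.

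Alternatives were pseudocounts of 0.1 and 2, no filter and a minimum mean of 5, rescaling by the median of ratios, by the upper quartile and to equal totals, a robust variance model, array weights, leaving out each library in turn, the replicate letter as a block, the authors' deposited comparison, an adjusted p under 0.01 with a fold of 2, no fold threshold, and a test against a fold of 1.5. After seeing the data, 4 more were added: siYT A and B averaged as 1 sample, removal from each library of its trend on transcript length or on GC content (a spline with 5 degrees of freedom), and the same genes with no trend removed. Lengths and GC content were those of the canonical GENCODE transcript on GRCh37 and were found for 12356 tested genes (94.5%). The scripts were tested on simulated data for this comparison, with 13072 genes of which 50 were changed at each fold. They called 52% of the genes changed 1.5-fold, 98% of those changed 2-fold and 100% of those changed 4-fold or 8-fold, with 3 calls among 12872 unchanged genes. The simulated noise was independent between genes and libraries and had the variances that limma fitted to these data. Far fewer genes were changed than in the data, so these figures check the scripts and are not rates for the real comparison. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.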

Results

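Gene expression was measured by RNA-seq in N/TERT2G human keratinocytes 48 h after transfection with siRNAs against both YAP1 and TAZ (siYT, n = 4) or with a control siRNA (siCON, n = 3). YAP1 and TAZ are transcriptional co-activators held in check by the Hippo kinases, and they bind DNA through the TEAD factors. The study made this series to set the loss of both proteins beside a dominant-negative protein that blocks their binding to TEAD, and these data hold only the knockdown. Values are the authors' TMM-normalized signal, on a scale near CPM, over approximately 20700000 to 23900000 reads per library. They are given as mean ± SD, siCON (n = 3) before siYT (n = 4), with limma's adjusted p for the difference. Of the variance among libraries, 88.4% lay on a first component that separated siYT from siCON, and 3.7% on a component that set siCON A, siYT A and siYT B (7.27, 8.36 and 9.13) apart from siCON B and C (−2.15 and −5.87) and siYT C and D (−7.72 and −9.01).

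Both targets fell in each siYT library. YAP1 (chromosome 11, 101981192 to 102104154, plus strand of hg19) was at 231, 258 and 243 in siCON A to C and at 65.2, 64.5, 76.2 and 68.1 in siYT A to D, 3.55-fold lower (log2 fold change −1.83 ± 0.06 SE, adjusted p = 1.60e-12). WWTR1, the gene for TAZ (chromosome 3, 149235022 to 149454501, minus strand), was at 34.4, 36.9 and 37.3 in siCON and at 4.90, 6.0, 6.30 and 5.19 in siYT, 6.04-fold lower (−2.6 ± 0.09 SE, adjusted p = 2.26e-12). The authors' deposited table gave fold changes of −3.56 for YAP1 (q = 1.95e-13) and −6.47 for WWTR1 (q = 3.16e-13).

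Keratinocytes with less YAP1 and TAZ carried more mRNA of the suprabasal keratin KRT10 (137 ± 30.6 to 1490 ± 189) and of the factor KLF4, which promotes epidermal differentiation (79.2 ± 0.33 to 182 ± 18.4), and less of the YAP1/TAZ-TEAD targets CYR61 (231 ± 15.7 to 30.6 ± 10.7) and CTGF (23.4 ± 2.94 to 1.81 ± 2.06). They also carried more mRNA of the proliferation genes MKI67 (19.9 ± 1.84 to 73.0 ± 2.91) and TOP2A (27.1 ± 2.26 to 91.1 ± 6.37). By a luminescence assay, however, the study found that the same knockdown reduced proliferation of these cells. Actin cytoskeleton genes, cytokine genes, endoplasmic reticulum and amino acid stress genes, ribosomal protein genes and mitochondrially encoded genes were lower, with 0 to 1 members of each list higher, and none of these 5 lists passed with an estimated correlation. Short transcripts were lower in general. With the trend on transcript length removed, 12 ribosomal protein genes rather than 27 and 3 mitochondrially encoded genes rather than 11 were called, and the medians moved from −0.81 to −0.52 and from −0.88 to −0.52. Of 13072 genes tested, 3579 (27.4%) changed, 1847 upward and 1732 downward. The change was at least 4-fold upward for 65 genes and at least 4-fold downward for 95.

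In 3549 (99.2%) of the changed genes the siYT and siCON values did not overlap, a separation found in 68.7% of all genes tested and in 5.71% by chance. The authors' deposited table held 5594 calls by q-value at the same thresholds over its 16683 genes, and 4873 by its step-up adjusted p. Among the genes tested here it held 3918 by q-value, which included 3578 of the 3579 called by limma, all with the same sign. The split between directions depended on the scaling. With libraries rescaled to equal totals, the median of all genes moved by 0.107 on the log2 scale and 64.7% of 3621 calls were upward, against 51.6% with the values as deposited. Changes below are relative to the deposited scaling.

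**Figure D1:**
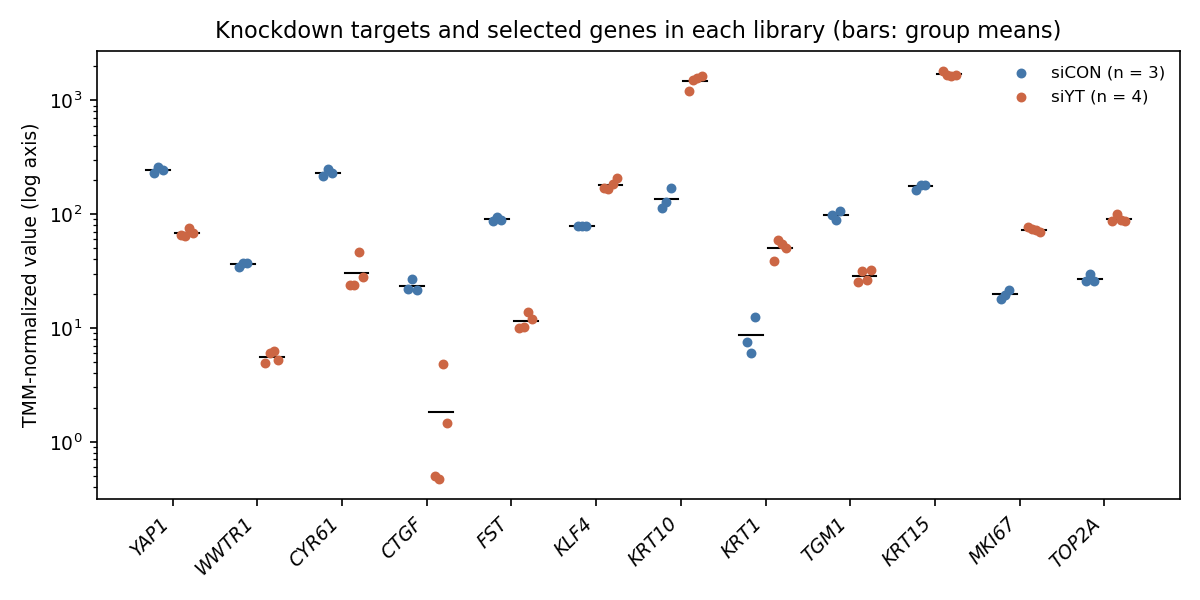
TMM-normalized value of selected genes in each library, on a log axis, with siCON libraries (n = 3) in blue, siYT libraries (n = 4) in orange and bars at the group means. YAP1 and WWTR1 are lower in all 4 siYT libraries, and CTGF in siYT C (4.82) lies above the other siYT libraries (0.47 to 1.46).

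Gene lists are described by their called members, by the list's median log2 fold change and by camera, which asks whether the list stood apart from all other genes. The counts adjusted over the list alone were the same as those over all genes tested for each of the 29 lists. Of these lists 17 passed camera at the preset correlation. None held with a correlation estimated from these 7 libraries, where 0 lists passed camera after adjustment and 2 had an unadjusted p under 0.05. By fry, which tests each list's own genes, 28 passed. Ranges of a list's adjusted p over the alternatives, and statements of where it passed, refer to camera at the preset correlation and leave out both other tests. Counts of 0 members in a direction were also 0 at an unadjusted p under 0.05 with the same fold. Each list's median kept its sign under 3 other scalings, apart from that of the Hippo list with equal totals.

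Among 20 YAP1/TAZ-TEAD target genes, 10 fell, 2 rose and 8 did not pass, with a median of −0.64 (camera adjusted p = 0.0166, and adjusted p = 0.406 with an estimated correlation). TGFB2, a TGF-beta ligand (chromosome 1, 218519577 to 218617961), fell 32.2-fold, from 73.1 ± 8.22 to 1.91 ± 0.99 (adjusted p = 1.63e-11). The matricellular genes CTGF (chromosome 6, 132269316 to 132272513) and CYR61 (chromosome 1, 86046444 to 86049645) fell 13.4-fold and 7.72-fold. For CTGF the log2 fold change was −3.74 with all libraries and −4.27 without siYT C. AMOTL2, an angiomotin family gene, fell 5.96-fold. IGFBP3, an IGF-binding protein gene (45.3 to 145), and NT5E, a surface nucleotidase gene (29.7 to 61.8), rose. AXL, a receptor kinase the study counts among core YAP1 and TAZ genes, did not pass (61.1 ± 2.72 to 63.6 ± 0.70, adjusted p = 0.312). FST, the activin antagonist follistatin (chromosome 5, 52776239 to 52782964), fell 7.63-fold, from 90 ± 3.66 to 11.5 ± 1.80 (adjusted p = 8.49e-13). ANKRD1, another target, was below the filter, at a mean of 0.71 in siCON and 0.079 in siYT.

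The 25 Hippo pathway and TEAD components had no common direction, with 3 higher, 6 lower and 16 not passing (median −0.04, camera adjusted p = 0.588), and the sign of the median was positive with equal totals (0.067). VGLL1, a TEAD co-factor (6.38 ± 0.03 to 0.68 ± 0.13), TEAD4 (16.1 ± 1.14 to 6.96 ± 0.50), the kinase gene STK3 (62.0 ± 1.44 to 30.3 ± 1.30) and the atypical cadherin FAT4 (11.9 ± 2.13 to 5.29 ± 0.75) fell. MOB1A, WWC2 and LIMD1 rose. LATS1 and NF2 did not pass (adjusted p = 0.0145 and 0.079).

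Early differentiation genes were mostly higher. Of 19 spinous genes, 11 rose, 4 fell and 4 did not pass, with a median of 1.13 (camera adjusted p = 0.00797, and adjusted p = 0.45 with an estimated correlation). KRT1, KRT10 and IVL were named by the study from these same libraries, so the list is not independent evidence of its direction. KRT10 (chromosome 17, 38974369 to 38978847) rose 10.9-fold (adjusted p = 1.81e-12). The desmosomal cadherin DSC1 rose 9.09-fold, from 7.16 ± 0.76 to 69.2 ± 7.71, and KRT1, the partner keratin of KRT10, rose 5.76-fold, from 8.68 ± 3.37 to 50.8 ± 8.94. DSG1 rose 5.65-fold, from 16.5 ± 3.94 to 94.8 ± 14.7. TGM1, the transglutaminase that crosslinks the cell envelope, went the other way and fell 3.36-fold, from 97.8 ± 8.96 to 28.8 ± 3.53 (adjusted p = 8.92e-11), as did SERPINB7, DMKN and CLDN4. Involucrin (IVL), a cell envelope protein, was at 36.2 ± 4.37 and 42.7 ± 5.81, short of the fold threshold (log2 fold change 0.23, adjusted p = 0.0492), and NOTCH3 did not pass (adjusted p = 0.0537).

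Late differentiation genes were divided. Among 13 cornified envelope genes, 4 rose, 5 fell and 4 did not pass (median −0.37, camera adjusted p = 0.523). The small proline-rich gene SPRR1A rose 8.33-fold (11.1 ± 3.09 to 94.1 ± 7.91), and CDSN, encoding corneodesmosin, rose 3.66-fold, while SPRR2A fell 7.22-fold (11.9 ± 0.96 to 1.23 ± 0.31) and the protease inhibitor PI3 fell 12.6-fold (15.3 ± 1.44 to 0.75 ± 0.16). The median of this list was positive with no filter (0.081) and with a minimum mean of 5 (0.16). CNFN did not pass (2.6 ± 0.27 to 1.90 ± 0.29, adjusted p = 0.0264), and its sign was positive once the trend on transcript length was removed (0.061). FLG and KRT2 were below the filter.

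Of 23 differentiation transcription factors, 10 rose, 3 fell and 10 did not pass, with a median of 0.54 (camera adjusted p = 0.0138, and adjusted p = 0.406 with an estimated correlation). This list is likewise not independent evidence, since the study named its members KLF4 and FOXN1 from these same libraries. KLF4 (chromosome 9, 110247133 to 110252763, minus strand) rose 2.28-fold (log2 fold change 1.19 ± 0.07 SE, adjusted p = 3.23e-10). HOPX, a homeodomain gene, rose 6.53-fold (5.96 ± 0.25 to 41.7 ± 2.21), and MAF, POU2F3, GRHL1, ZNF750 (9.10 ± 0.28 to 22.7 ± 2.68) and FOXN1 (10.5 ± 1.35 to 23.6 ± 1.66) rose 2.20-fold to 2.96-fold. PRDM1, OVOL2 and ELF3 fell. Among 16 epidermal barrier lipid genes, 5 rose, 3 fell and 8 did not pass (median 0.25, camera adjusted p = 0.0903, 0.0153 to 0.243 over the alternatives and passing only with no filter). The sphingomyelinase gene SMPD1 rose 2.58-fold and NIPAL4 2.12-fold, while the lipoxygenase gene ALOX15B fell 2.53-fold (103 ± 10.6 to 40.3 ± 1.69).

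Basal keratinocyte genes did not fall as a group. Of 24, 8 rose, 4 fell and 12 did not pass (median 0.20, camera adjusted p = 0.0611, 0.0393 to 0.197 over the alternatives and passing only with no filter). KRT15, a basal keratin (chromosome 17, 39669995 to 39678781), rose 9.66-fold, from 175 ± 10.4 to 1697 ± 75.8 (adjusted p = 1.97e-15), and the chemokine CXCL14 rose 8.70-fold, from 28.3 ± 2.46 to 250.2 ± 21.2. COL7A1, the anchoring fibril collagen, and POSTN rose 2.84-fold and 3.72-fold. KRT5, the main basal keratin, did not pass (20950 ± 290.2 to 22320 ± 1240, adjusted p = 0.495), nor did KRT14 (adjusted p = 0.0815). TP63, the regulator of basal identity, rose from 302 ± 13.7 to 461 ± 4.98 (log2 fold change 0.61, adjusted p = 2.03e-08), but fell short of the fold threshold without siCON A (0.58) and with the length trend removed (0.47). CAV1, ITGB4, ASS1 and DST fell.

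Of 25 desmosome and cell junction genes, 6 rose, 2 fell and 17 did not pass, with a median of 0.25 (camera adjusted p = 0.0203, and adjusted p = 0.45 with an estimated correlation). The list's call ended when the trend on transcript length was removed (adjusted p = 0.088, the highest over the alternatives, from a lowest of 0.0114), although its median was then still 0.229. The desmocollin DSC2 rose 2.88-fold (148 ± 17.1 to 425 ± 13.0) and the tight junction gene CGN 3.04-fold (12.7 ± 1.11 to 39.4 ± 1.42), whereas the plakophilin PKP2 fell 4.48-fold (42.7 ± 2.52 to 9.14 ± 0.69).

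Mitotic genes were higher almost throughout. Among 34 G2/M and mitosis genes, 29 rose, 0 fell under limma and 5 did not pass, and the median was 1.1 (camera adjusted p = 5.48e-11, and adjusted p = 0.406 with an estimated correlation). MKI67 (chromosome 10, 129894923 to 129924649), which marks cycling cells, rose 3.62-fold (adjusted p = 2.30e-12), the topoisomerase TOP2A 3.32-fold (adjusted p = 6.59e-12), and FOXM1, a factor that drives mitotic genes, 3.26-fold (5.38 ± 0.53 to 18.7 ± 0.99). The kinetochore gene NDC80 rose 2.84-fold. CDC20, CENPE, KIF23, ANLN and CKS2 did not pass, with log2 fold changes of 0.15 to 0.50. Of 34 G1/S and DNA replication genes, 8 rose, 0 fell under limma and 26 did not pass (median 0.28, camera adjusted p = 0.0112, and adjusted p = 0.45 with an estimated correlation), and the list's call ended with a minimum mean of 5 (adjusted p = 0.0505, 0.00521 to 0.0505 over the alternatives). Members that rose were low, such as DTL (2.19 ± 0.48 to 7.55 ± 0.51) and EXO1 (1.24 ± 0.29 to 3.38 ± 0.34), while abundant ones such as PCNA (65.9 to 81.2) and MCM4 (52.8 to 61.4) stayed under the fold threshold.

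Among 19 E2F family and G1 cyclin genes, 7 rose, 1 fell and 11 did not pass (median 0.15, camera adjusted p = 0.183). E2F1 was low and rose from 1.88 ± 0.92 to 4.59 ± 0.43 (log2 fold change 1.16 ± 0.19 SE, adjusted p = 5.41e-05). E2F7, E2F8, MYBL2 (6.42 ± 0.50 to 16.3 ± 1.38), CDK2, CDK6 and RBL1 rose as well, and E2F8 lost its call with a pseudocount of 2. E2F5 did not pass (1.12 ± 0.33 to 0.92 ± 0.19), and E2F2 was below the filter at means of 0.35 and 1.21. MYC, a growth regulator, fell 2.01-fold, from 200.3 ± 8.19 to 99.5 ± 9.59. The cyclins CCND1 (124 ± 4.38 to 110 ± 7.26, adjusted p = 0.00967) and CCNE1 (3.79 ± 0.04 to 2.92 ± 0.43, adjusted p = 0.0255) stayed under the fold threshold.

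Of 8 CDK inhibitor and RB family genes, 3 rose, 0 fell under limma and 5 did not pass (median 0.36, camera adjusted p = 0.0522). The list's adjusted p was 0.0331 to 0.106 over the alternatives, and at the preset correlation it passed under 6 of them, among them without siCON A (0.0462) and without siYT B (0.0396). The cell cycle brakes CDKN1B (29.6 ± 1.37 to 50.2 ± 2.82), CDKN1C (7.89 ± 0.42 to 14.3 ± 1.23) and CDKN2C (1.02 ± 0.32 to 2.66 ± 0.50) rose, and CDKN1A stayed under the fold threshold (log2 fold change −0.37).

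Of 15 Wnt/beta-catenin feedback and target genes, 6 rose, 2 fell and 7 did not pass (median 0.42, camera adjusted p = 0.106). The list holds AXIN2 and CD44, which the study named from these same libraries, so it is not independent evidence of its direction. AXIN2, a negative feedback gene of the pathway, rose from 0.73 ± 0.20 to 2.56 ± 0.38 (adjusted p = 2.71e-06), and the adhesion receptor CD44 from 799 ± 55.5 to 1402 ± 50.5. BMP4 (0.63 ± 0.10 to 2.87 ± 0.59) and LGR6, an R-spondin receptor (3.23 ± 0.28 to 9.53 ± 1.31), rose, while the secreted Wnt inhibitor DKK1 fell 2.51-fold (31.7 ± 1.71 to 12.3 ± 0.46). Among 11 Notch pathway genes, 4 rose, 1 fell and 6 did not pass (median 0.31, camera adjusted p = 0.128). The receptors NOTCH1 (232 ± 6.24 to 444.5 ± 25.9) and NOTCH2, the ligand JAG2 and the glycosyltransferase gene LFNG (13.5 ± 1.47 to 33.7 ± 0.62) rose, and the feedback gene NRARP fell.

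Of 16 TGF-beta and BMP response genes, 2 rose, 5 fell and 9 did not pass (median −0.35, camera adjusted p = 0.19). INHBA, the activin A subunit, fell 3.55-fold (507 ± 34.3 to 143 ± 16.7), while BMP2 and the receptor gene TGFBR2 (145 ± 2.16 to 255 ± 4.61) rose. EGF family ligands and feedback genes were lower as a group. Of 19, 1 rose, 10 fell and 8 did not pass (median −0.60, camera adjusted p = 0.0217, and adjusted p = 0.438 with an estimated correlation). The ligand genes NRG1 (47.5 ± 4.68 to 8.14 ± 0.46) and AREG (323 ± 12.3 to 145 ± 13.0) fell 5.55-fold and 2.24-fold. The ERK phosphatase gene DUSP6 (23.7 ± 0.26 to 11.1 ± 1.27) and PHLDA1 (64.5 ± 5.27 to 20.2 ± 1.82) also fell. Among 14 AP-1 and immediate early genes, 2 rose, 3 fell and 9 did not pass (camera adjusted p = 0.707). The median, mean and camera direction of this list were negative (−0.14, −0.12), whereas fry's direction was upward (adjusted p = 0.621). ATF3 fell 3.86-fold, MAFF and FOSB fell, and KLF10 (75.3 ± 3.79 to 165 ± 4.62) and FOS rose. FOSB lost its call with a pseudocount of 2.

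Genes of the actin cytoskeleton and focal adhesions were lower, with 18 of 29 falling, 0 rising under limma and 11 not passing (median −0.80, camera adjusted p = 5.29e-07, and adjusted p = 0.406 with an estimated correlation). The actin-binding gene TAGLN (chromosome 11, 117070037 to 117075498) fell 12.8-fold, from 469 ± 27.9 to 37.4 ± 11.5 (adjusted p = 1.28e-11). ACTN1, encoding alpha-actinin, fell 3.35-fold (989 ± 19.7 to 295 ± 20.6) and the myosin light chain gene MYL9 3.21-fold (220.3 ± 13.6 to 68.9 ± 10.5). Of 27 extracellular matrix and adhesion genes, 10 rose, 4 fell and 13 did not pass (median 0.38, camera adjusted p = 0.0636, 0.0414 to 0.197 over the alternatives, passing at a minimum mean of 5 and without siCON C). Thrombospondin (THBS1, chromosome 15, 39873280 to 39891667) fell 16.1-fold, from 1494 ± 106 to 96.1 ± 34.4, while the metalloproteinases MMP13 (3.24 ± 0.65 to 36.7 ± 3.20) and MMP9 (46.8 ± 8.92 to 172 ± 19) and the laminin chain LAMC1 (150 ± 11.1 to 497 ± 18.4) rose.

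Of 10 simple epithelial keratins and mesenchymal transition genes, 1 rose, 6 fell and 3 did not pass (median −0.78, camera adjusted p = 0.0389, and adjusted p = 0.406 with an estimated correlation). The list's call ended without siCON A (adjusted p = 0.0835), siCON B (0.121) or siCON C (0.0873) and with the length trend removed (0.119), and its adjusted p was 0.00154 to 0.121 over the alternatives. Its median was −0.71, −0.757 and −0.817 without siCON A, B and C, and −0.53 with the length trend removed. KRT81, a hair keratin rather than a simple one, fell 12-fold (136 ± 12.5 to 12.5 ± 8.54). KRT80, which is not confined to simple epithelia, fell 3.32-fold. The simple keratin KRT18 fell 2.12-fold, and KRT7 and KRT19 were below the filter, so the larger falls are not those of simple keratins. The cadherin CDH11 rose (2.07 ± 0.34 to 5.34 ± 0.42). Genes used as fibroblast markers were also lower, 6 of 7 falling and 1 rising (median −1.30, camera adjusted p = 0.0112, and adjusted p = 0.406 with an estimated correlation). They included the protease gene FAP (80.1 ± 10.3 to 9.64 ± 0.69) and MFAP5 (42.8 ± 1.30 to 15.1 ± 1.70). Only 3 melanocyte markers and 3 immune and endothelial markers were tested, too few for camera. GPR143, a melanosomal receptor gene, rose (2.74 ± 0.65 to 4.48 ± 0.21) but lost its call with a pseudocount of 2, with array weights, and without siCON A (log2 fold change 0.54) or siCON B (0.58). MITF did not pass (log2 fold change −0.44), although it did without siCON C (−0.61) and in the authors' table (−0.61, q = 0.00717), and PMEL, CD68 and CD14 did not pass. KDR, the VEGF receptor gene, rose 7.10-fold (3.27 ± 0.39 to 26.4 ± 4.71, adjusted p = 1.88e-11).

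Of 32 interferon-stimulated genes, 18 rose, 1 fell and 13 did not pass, with a median of 0.73 (camera adjusted p = 0.000654, and adjusted p = 0.532 with an estimated correlation). BST2, encoding tetherin, rose 5.34-fold (40.7 ± 12 to 215 ± 37.2, adjusted p = 2.91e-09), RSAD2 3.51-fold, IFI44L 2.42-fold and OAS1 2.38-fold (60.9 ± 16.9 to 144 ± 23.8), while IFITM3 fell. These genes also varied together within each group. Relative to the siCON mean, the list's mean log2 value was 0.32, −0.28 and −0.04 in siCON A to C and 0.92, 0.96, 0.60 and 0.42 in siYT A to D, so within each group it was highest in the libraries set apart on the second component, siCON A, siYT A and siYT B. Keratinocyte cytokines and chemokines moved the other way, with 13 of 16 falling, 1 rising and 2 not passing (median −1.52, and −0.69 with no filter, camera adjusted p = 6.71e-05, and adjusted p = 0.318 with an estimated correlation). PTGS2, the inducible cyclooxygenase, fell 11.8-fold (96.3 ± 12.2 to 7.69 ± 0.75, adjusted p = 6.63e-14), the interleukin IL1B 10-fold (25.5 ± 2.07 to 2.13 ± 0.53) and the chemokine CXCL1 5.11-fold. IL6 fell from 5.50 ± 0.62 to 0.059 ± 0.025, close to the lowest value that a library held. The interleukin antagonist IL1RN rose (16.8 to 30.7).

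Among 16 activated keratinocyte and antimicrobial genes, 2 rose, 7 fell and 7 did not pass (median −0.45, camera adjusted p = 0.0241, and adjusted p = 0.45 with an estimated correlation), and the list's call ended with a minimum mean of 5 (adjusted p = 0.0525) and with the length trend removed (0.20, 0.0107 to 0.2 over the alternatives). SLPI, a protease inhibitor (35.6 ± 3.41 to 6.24 ± 0.60), S100A9 (1182 ± 104 to 313 ± 31.5), LCN2 and SERPINB3 fell, and KRT6C and CAMP rose. The abundant wound keratins KRT6A, KRT16 and KRT17 did not pass, with log2 fold changes of −0.26, 0.47 and −0.38.

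Endoplasmic reticulum and amino acid stress genes were lower. Of 19, 12 fell, 0 rose under limma and 7 did not pass (median −0.92, camera adjusted p = 0.000342, and adjusted p = 0.406 with an estimated correlation). CHAC1, a glutathione-degrading enzyme, fell 6.42-fold (11.1 ± 2.48 to 1.34 ± 0.60), asparagine synthetase (ASNS) 6.24-fold (62.0 ± 12.8 to 9.64 ± 2.81), the cystine transporter SLC7A11 6.02-fold (64.7 ± 10.3 to 10.6 ± 3.31) and TRIB3 3.23-fold. Of 22 cholesterol synthesis genes, 8 fell, 1 rose and 13 did not pass (median −0.29, camera adjusted p = 0.0138, and adjusted p = 0.532 with an estimated correlation). FDPS (202 ± 6.86 to 89.0 ± 3.40), IDI1, MVD and FDFT1 fell 1.85-fold to 2.26-fold.

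Transcripts of the protein synthesis machinery and of the mitochondrial genome were lower. Of 30 cytosolic ribosomal protein genes, 27 fell, 0 rose under limma and 3 did not pass (median −0.81, camera adjusted p = 6.02e-11, and adjusted p = 0.406 with an estimated correlation). RPS2 (2242 ± 179 to 826 ± 66.5) and RPL3 (2592 ± 147 to 1134 ± 44) fell 2.72-fold and 2.28-fold, and RPLP0, which the study used among its qPCR amplicons, fell 2.21-fold (2523 ± 183 to 1140 ± 43.4, adjusted p = 4.96e-10). Of the 13 mitochondrially encoded genes, 11 fell, 0 rose under limma and 2 did not pass (median −0.88, camera adjusted p = 0.00031, and adjusted p = 0.45 with an estimated correlation). MT-CO2 fell 2.14-fold (5849 ± 742 to 2724 ± 251) and MT-CO3 2.11-fold. Short transcripts were lower in siYT in general. Among 11842 protein-coding genes, the median log2 fold change was −0.40 for transcripts of 207 to 1311 bases and 0.19 for those of 7689 to 34626 bases. With that trend removed, 12 ribosomal protein genes and 3 mitochondrially encoded genes were still called, and MT-ND3 and MT-ND6 were not.

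Of the 10 genes named for the largest rise and the 10 for the largest fall, 10 belong to the lists above and 10 to none. TXNIP (chromosome 1, 145438469 to 145442635), an inhibitor of thioredoxin and of glucose uptake, rose 36.2-fold, from 42.4 ± 2.6 to 1553 ± 98.3 (adjusted p = 9.92e-18), and its relative ARRDC4 (chromosome 15, 98462784 to 98517068) 17.2-fold, from 16.5 ± 1.15 to 292 ± 12.1 (adjusted p = 8.17e-17). The sodium channel subunit SCNN1B (0.39 ± 0.16 to 12 ± 1.26), the collagen COL22A1 (1.2 ± 0.31 to 17.1 ± 1.38) and the cation channel TRPV3 (1.63 ± 0.51 to 19.8 ± 4.35) followed, beside KRT10, MMP13, KRT15, DSC1 and CXCL14 above. The largest falls were those of the glucosidase MGAM (33.3 ± 4.36 to 0.46 ± 0.09, 35.2-fold, adjusted p = 4.58e-14) and of TGFB2. SERPINB2, a plasminogen activator inhibitor, fell 16.8-fold (181 ± 12.7 to 10.3 ± 1.07), the cytokine IL24 16.4-fold, the mucin MUC1 15.9-fold (31.4 ± 2.30 to 1.54 ± 0.44) and the amino acid transporter subunit SLC7A7 14-fold. THBS1, CTGF, TAGLN and PI3 complete the 10.

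**Figure D2:**
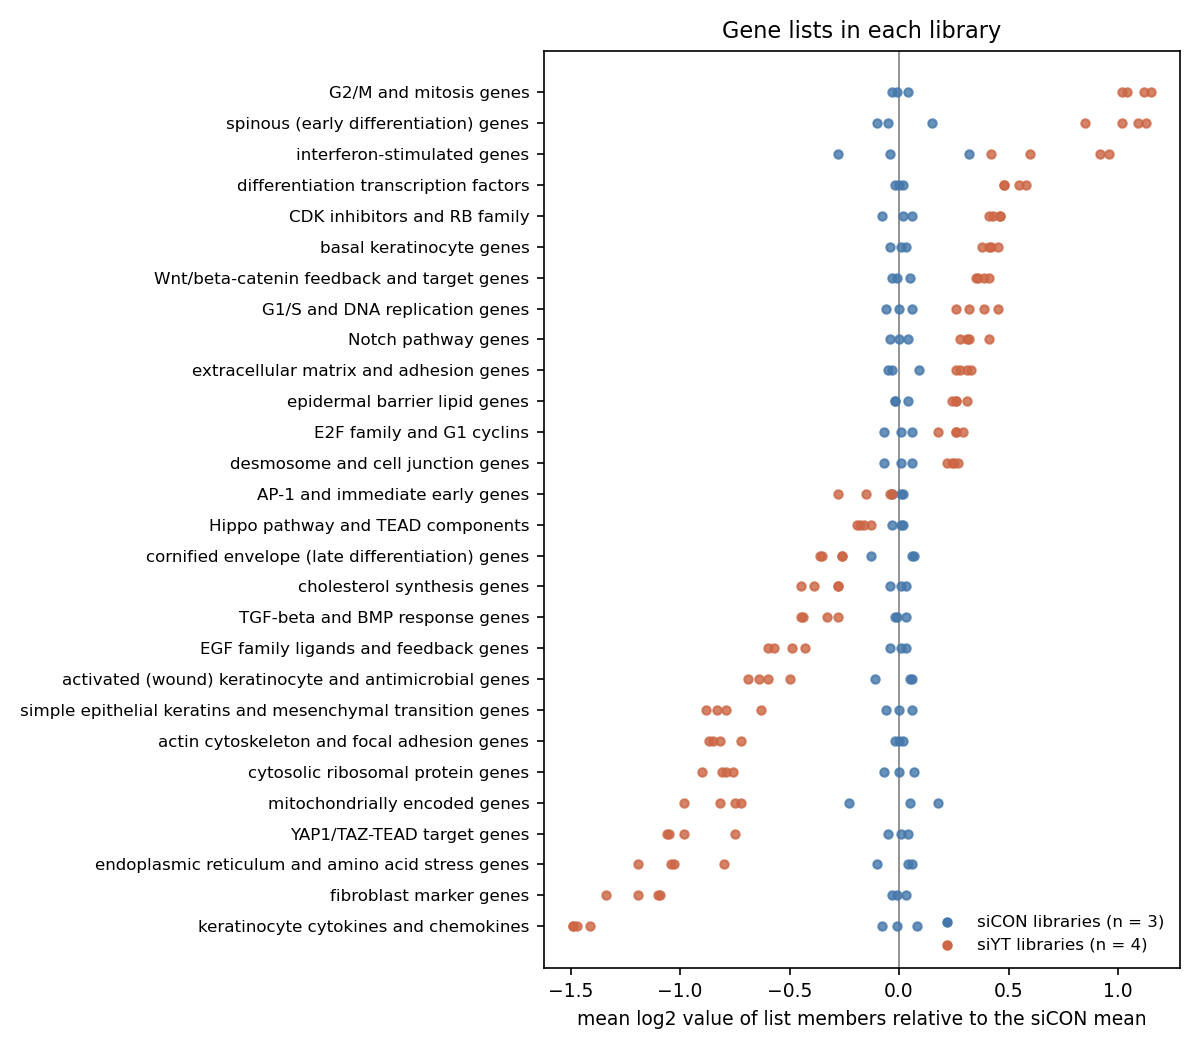
Mean log2 value of the tested members of each list described here in every library relative to the siCON mean, with siCON libraries (n = 3) in blue and siYT libraries (n = 4) in orange. Keratinocyte cytokines and chemokines lie lowest in each siYT library, G2/M and mitosis genes lie at 1.02 to 1.15 in siYT, and the interferon-stimulated list spreads from −0.28 to 0.32 among siCON libraries.

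**Figure D3:**
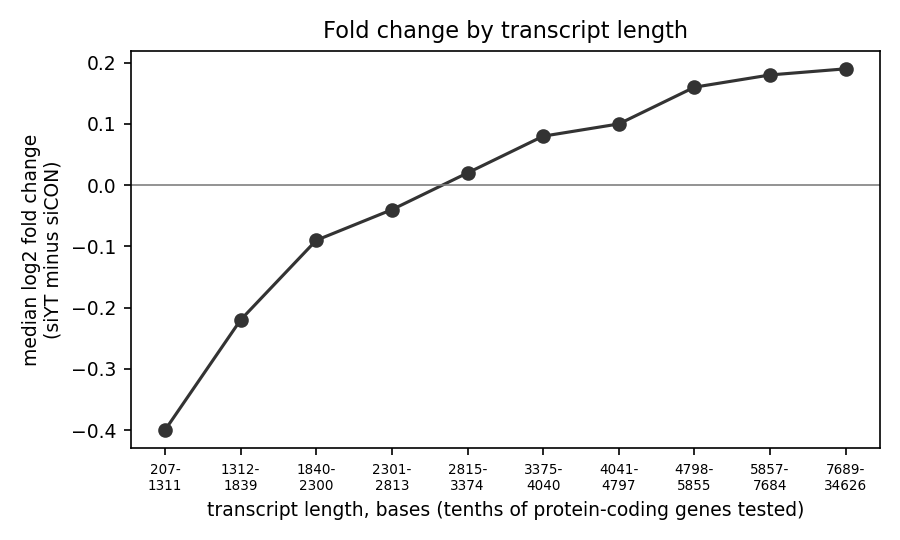
Median log2 fold change, siYT minus siCON, of protein-coding genes divided by transcript length into 10 bins of about equal size, from 207 to 34626 bases. The median runs from −0.40 in the shortest bin to 0.19 in the longest.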

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

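The tests of transcript length, of GC content and of siYT C were chosen only after the result was seen, as was the use of the preset rescalings to test these lists. Bracketed ranges after the median of a list or group, here and below, come from resampling its members. Members of a list can move together, so these ranges do not measure the spread between libraries.

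Among 148 genes looked at, 13 had a siYT library that stood apart from the other 3 by Dixon's ratio (above its 95% critical value), which chance gives in about 1 in 20 groups, and 650 of all tested genes did (4.97%). Of the 13, 7 stood apart in siYT C, 3 in siYT B, 3 in siYT D and 0 in siYT A, while over all tested genes, again by Dixon's ratio, the counts were 102, 114, 193 and 241 in siYT A to D. In siYT C the YAP1/TAZ-TEAD target AMOTL2 was at 24.5 (18.2 to 19.2 in the others), THBS1 at 147 (74.2 to 81.8), ACTN1 at 326 (280 to 288), the amino acid stress genes ASNS at 13.8 (7.90 to 8.82), SLC7A11 at 15.5 (8.44 to 9.34) and TRIB3 at 56.8 (44.4 to 44.9), and the chemokine CXCL14 at 282 (237 to 242). In siYT B, TOP2A was at 101 (87.7 to 88.2), EXO1 at 3.88 (3.14 to 3.27) and IDI1 at 78.7 (73.3 to 73.4). In siYT D, NIPAL4 was at 123 (110 to 111), E2F1 at 3.95 (4.75 to 4.90) and MITF at 0.987 (1.2 to 1.24).

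In siYT C, 6 of the 7 genes were genes that fell in siYT, and each lay nearer to siCON than in the other siYT libraries. RNA from control cells would shift all lowered genes by the same share. The 6 genes needed shares of 4.84% to 11.8%, while the median over 91 other genes lowered at least 4-fold was 1.68% (1.06 to 2.52). The 6 genes were picked because siYT C stood apart in them, so higher shares were partly fixed by that choice. The comparison therefore cannot decide whether such RNA was present. YAP1 in siYT C was 1.16 times the mean of the other siYT libraries and WWTR1 1.2 times, with Dixon ratios of 0.696 and 0.215, so a weaker knockdown in siYT C cannot be told apart from the spread of 4 libraries. The mean of the YAP1/TAZ-TEAD target list, which holds AMOTL2, was also nearest to siCON in siYT C. It was −0.75 there, against −1.06, −1.05 and −0.98 in siYT A, B and D. No biological explanation was tested.

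Transcripts of ribosomal protein genes and of the mitochondrial genome were lower in siYT, and both sets are short (median lengths of 981 and 784 bases, against 3374.5 over all protein-coding genes). The log2 fold change rose with transcript length (Spearman correlation 0.302 over 11842 genes, which are not independent replicates), with a slope per doubling of −0.0322 to 0.0203 in siCON and 0.142 to 0.183 in siYT libraries. With the length trend removed, the median of the ribosomal protein list moved from −0.805 to −0.52 (−0.652 to −0.388) and that of the mitochondrial list from −0.883 to −0.516 (−0.627 to −0.406). The trend may account for part of both falls, and both medians stayed below 0 once it was removed. Members called went from 27 to 12 and from 11 to 3, and camera's adjusted p was 6.19e-08 and 0.0179 (0.415 and 0.551 with an estimated correlation), the highest over the alternatives, whose lowest were 7.63e-13 and 1.40e-05. Removing the GC trend left medians of −0.792 (−0.879 to −0.704) and −0.877 (−0.979 to −0.776), and under the scaling nearest to 0, equal totals, they were −0.693 and −0.771. Both medians thus kept most of their size under either, while a loss of short RNA in library preparation and a change in the cells both stay open.

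G2/M and mitosis genes were higher in siYT, by a median of 1.1. The median was 1.2 (1.04 to 1.32) with the length trend removed and 1.1 (0.994 to 1.21) with the GC trend removed. Under the scaling nearest to 0, upper-quartile rescaling, it was 1.08. None of the 3 corrections could have moved it far. Fold change had almost no relation to GC content (Spearman correlation −0.0149), and the rescalings moved the median of all genes by 0.004, −0.018 and 0.107. Protein-coding transcripts of 2301 to 2813 bases, a range that holds the list's median length of 2661, had a median of −0.04. Effects of this size are too small to account for 1.1, so the corrected medians carry no further weight. A change in the share of cells in G2 or mitosis is a candidate explanation, as is higher expression per cell, and neither was tested here.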

How the results depend on the processing

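Averaging siYT A and B, removing the trends on transcript length or GC content, and limiting the fit to genes with a known length were the tests chosen only after the result was seen. At the same thresholds limma gave 2824 to 4001 changed genes over the settings, against 3579, and leaving out 1 library gave 3472 to 3748. The log2 fold change was −1.99 to −1.71 for YAP1, −2.74 to −2.33 for WWTR1 and 1.12 to 1.30 for KLF4. Of 132 called genes among 145 with alternatives, 125 kept call and direction in every alternative that tested them. The others were GPR143, TP63, ALOX12B, FOSB, E2F8, MT-ND3 and MT-ND6. Of 17 lists, 13 kept their call in all but the estimated correlation. The 4 others were the simple keratin, wound, desmosome and G1/S lists, at the settings given above. The fibroblast list had too few members at a minimum mean of 5. Log2 fold changes of genes near the floor in a group moved most with the pseudocount and in the authors' table (IL6 −6.53 to −1.86, MGAM −6.18 to −3.84, IL24 −5.04 to −2.79, SCNN1B 2.55 to 4.95 over the alternatives). The median of the cytokine list was −1.89 to −0.687, nearest to 0 with no filter, and that of the fibroblast list −1.47 to −0.788, nearest to 0 with a pseudocount of 2. The 12356 genes with a known length held 3392 calls with no trend removed (1764 higher, 1628 lower) and 17 lists passed. Among them, length removal left 3027 calls (1596 higher, 1431 lower; 2557 shared) and 14 lists, and GC removal 3387 calls (3290 shared). Averaging siYT A and B gave 3652 calls.

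Counts by limma moved most with the threshold. An adjusted p under 0.01 with a fold of 2 gave 1249 genes (695 higher, 554 lower), of which 1249 were also called in the authors' table. With no fold threshold there were 9101 (4537 higher, 4564 lower), by limma's test against a fold of 1.5 there were 1925 (1023 higher, 902 lower; 1925 in the authors' table). At the same thresholds as limma, but by another test and over its own 16683 genes, the authors' table held 5594 (2827 higher, 2767 lower), 3918 of them among the genes tested here. List tests gave 17 calls by camera, 0 with an estimated correlation (2 at an unadjusted p under 0.05) and 28 by fry. Signs reversed for the median of the cornified envelope list with no filter (0.0811) and at a minimum mean of 5 (0.163) and for that of the Hippo list with equal totals (0.0667). They also reversed for genes that did not pass: PMEL without siCON A (−0.051), without siYT A (−0.051), without siYT B (−0.03) and with siYT A and B averaged (−0.041), against up to 0.216 without siYT C, and AXL (−0.076) and CNFN (0.061) with the length trend removed.

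Replicate letters did not pair the libraries. Deviations from the group means correlated at 0.156, 0.025 and 0.183 for letters A, B and C. Among the libraries, siCON C, siYT A and siYT C correlated best with their own letter in the other group, and siYT D had no partner. With the replicate block, 3528 genes changed (1818 higher, 1710 lower) and 18 lists passed, with YAP1 at −1.82, WWTR1 at −2.56 and KLF4 at 1.12. Since letter D occurs only in siYT, the block takes siYT D out of the comparison. These 3 fold changes therefore equal those without siYT D.

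Of the 35 splits of the 7 libraries into 3 and 4, only the real split, 1 of 35, gave as many changed, higher or lower genes. That share is 0.029, the lowest that 35 splits allow. Each other split puts siYT and siCON libraries in the same group, so the real difference adds to its spread. Low counts there follow in part from this mixing, so the splits cannot exclude chance. The highest count of any other split was 0 by limma, with 2142 genes at an unadjusted p under 0.05 and the same fold, against 3583. For list tests it was also 1 of 35, with 17 lists against a highest of 15, a median of 9 and a lowest of 2 in the other splits, so other splits passed many lists too.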

Other observations

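All groups and tests in this part were chosen only after the result was seen. The groups were chosen on the values tested, so their p-values are not independent evidence.

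Class I antigen presentation genes were mostly higher in siYT, with 11 of 15 rising, 1 falling and 3 not passing, and a median log2 fold change of 0.87 (camera adjusted p = 4.69e-05 over the 4 groups of this part, and adjusted p = 0.267 with an estimated correlation). HLA-B rose 4.58-fold (231 to 1056) and HLA-F 3.99-fold (26.6 to 107), with the light chain B2M (1006 to 2166) and NLRC5, the activator of class I genes (9.90 to 24.2), while the immunoproteasome gene PSMB10 fell (24.7 to 12.5). Reads shared among HLA genes make the split between them uncertain. Of 20 lysosome genes, 8 rose, 1 fell and 11 did not pass (median 0.47, camera adjusted p = 0.00266, and adjusted p = 0.183 with an estimated correlation). Those that rose included LAMP2 (119 to 265), CTSA (94.2 to 204) and CTSD (578 to 1133), while NPC2 fell (202 to 128). Under 3 other scalings the medians were 0.848 to 0.979 and 0.456 to 0.583.

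Of 21 glycolysis genes, 9 fell, 2 rose and 10 did not pass (camera adjusted p = 0.00226, and adjusted p = 0.282 with an estimated correlation). Their median was −0.54, with −0.557 to −0.426 under 3 other scalings and −0.421 with the length trend removed. GAPDH, often used as a reference gene, fell 2.42-fold (4057 to 1677), SLC2A3 2.42-fold, HK2 1.99-fold (112.5 to 56.3) and PGAM1 1.95-fold (401 to 207), while the glucose transporter SLC2A1 (719 to 1211) and PFKFB4 (17.9 to 45.4) rose. The last group was 15 genes with a TOP leader, the sequence shared with ribosomal protein mRNAs. Most encode translation factors, while HNRNPA1, NAP1L1 and TPT1 do not. Of the 15, 7 fell, 0 rose by limma at an adjusted or unadjusted p with the same fold and 8 did not pass (camera adjusted p = 9.78e-06, and adjusted p = 0.183 with an estimated correlation). Their median was −0.58, and −0.599 to −0.468 under 3 other scalings. EEF1A1 (17900 to 8394), EEF2 (4670 to 2286) and EEF1B2 (280 to 110) fell 2.04-fold to 2.54-fold.

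The lower median of these 15 genes with a TOP leader did not rest on transcript length alone, since it was −0.646 (−0.83 to −0.463) with the length trend removed. A hypothesis is that mRNAs with a TOP leader, ribosomal protein mRNAs included, may be less stable or less transcribed without YAP1 and TAZ. Measuring the decay of RPL3 and EEF1A1 mRNA after blocking transcription in knockdown and control cells would test it.

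TXNIP and ARRDC4 share a glucose-sensing activator, and their 36.2-fold and 17.2-fold rise came with a glycolysis median of −0.538 (−0.713 to −0.363), in a group whose call was lost with an estimated correlation. With the length trend removed that median was −0.421. A hypothesis is that lower use of glucose may leave more of the sugar phosphates that switch both genes on. The fall of the hexokinase gene HK2 (1.99-fold) runs against it, since hexokinases form such phosphates. The more abundant HK1 did not pass (302 to 288). The hypothesis would be tested by measuring sugar phosphates and TXNIP mRNA in knockdown and control cells, with and without glucose in the medium.

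MKI67, TOP2A and 27 other G2/M genes rose. Regulators went both ways: the brakes CDKN1B, CDKN1C and CDKN2C rose and MYC fell, but E2F1, E2F7, E2F8, MYBL2, CDK2, CDK6 and RBL1 rose, and the brake CDKN1A was lower (log2 fold change −0.37, under the fold threshold). Hypotheses are that knockdown cells may spend longer in G2 or mitosis or that more of them may be cycling. The list's median kept its size with the length trend removed (1.2), but that trend was too small at the list's median length to bear on either. With its dominant-negative protein, a different perturbation, the study reported lower mRNA of cell cycle genes and of E2F1, E2F2, E2F5 and E2F8. In these libraries E2F1 and E2F8 rose, E2F5 did not pass and E2F2 was below the filter. The study also found cell cycle terms among genes changed by both perturbations. Finally, it reported reduced proliferation of these cells after the knockdown used here, by a luminescence assay. That result runs against more cycling cells, although the assay did not measure the share of cells in cycle. DNA content and phosphorylated histone staining of the same cells would help to tell these apart.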
